# Perturbation-based gene regulatory network inference to unravel oncogenic mechanisms

**DOI:** 10.1038/s41598-020-70941-y

**Published:** 2020-08-25

**Authors:** Daniel Morgan, Matthew Studham, Andreas Tjärnberg, Holger Weishaupt, Fredrik J. Swartling, Torbjörn E. M. Nordling, Erik L. L. Sonnhammer

**Keywords:** RNAi, Gene regulatory networks, Microarrays, Regulatory networks

## Abstract

The gene regulatory network (GRN) of human cells encodes mechanisms to ensure proper functioning. However, if this GRN is dysregulated, the cell may enter into a disease state such as cancer. Understanding the GRN as a system can therefore help identify novel mechanisms underlying disease, which can lead to new therapies. To deduce regulatory interactions relevant to cancer, we applied a recent computational inference framework to data from perturbation experiments in squamous carcinoma cell line A431. GRNs were inferred using several methods, and the false discovery rate was controlled by the NestBoot framework. We developed a novel approach to assess the predictiveness of inferred GRNs against validation data, despite the lack of a gold standard. The best GRN was significantly more predictive than the null model, both in cross-validated benchmarks and for an independent dataset of the same genes under a different perturbation design. The inferred GRN captures many known regulatory interactions central to cancer-relevant processes in addition to predicting many novel interactions, some of which were experimentally validated, thus providing mechanistic insights that are useful for future cancer research.

## Introduction

Cancer can be seen as an altered state of the regulatory systems that control cell proliferation and cell death. Such systems are generally not sensitive to individual gene malfunctions, but an aggregation of aberrations can lead to sufficient dysregulation to cause cancer. Reliable models of these regulatory interactions would offer insight into key mechanistic alterations for therapeutic targeting. Cancer subtype-specific gene regulatory networks (GRN) encode intracellular dynamics^1^, and offer understanding into the functional changes driving disease development. Inference of such models generally exploits certain aspects of the experimental setup, such as pooling among replicates to amplify signal, or makes use of prior knowledge^2,3^. The experimental techniques, setup, and data collection quality determine the quality of an inferred GRN model. However, practical limitations of experimentation, such as high noise levels and few experiments relative to the vast combinatorial landscape of possible regulatory interactions, often prevent any GRN inference methods from inferring a correct GRN^4^. Methods using data from known and systematic perturbations have shown greater accuracy among inference techniques since more information is available to determine regulatory causal mechanisms in the system^5^.

GRN inference has proven its value to unravel novel regulatory links of biological significance. For instance, ARACNe was applied to gene expression profiles to predict a glioma-specific GRN, revealing that C/EBPbeta and STAT3 are master regulators of mesenchymal transformation, which was validated experimentally^6^. In another study, eight key genes were knocked down by siRNA, and the gene expression together with prior knowledge were used to infer a GRN network in the RAS pathway with good validation performance^7^.

A large number of GRN inference algorithms exist. In a survey by the DREAM5 project^8^ it was shown on simulated and *E. coli* data that some methods performed better than random predictions. However, many methods did not outperform random prediction, and on yeast data no method performed much better than random selection. Since this study, the community has developed methods for integrating various priors: literature/database, ATAC-seq, DNase I hypersensitive sites, ChIP-Seq, or proteomics data to increase information about the system^9–11^. A few trends can be seen from the three GRN benchmarks DREAM5^8^, GeneNetWeaver^12^ and NetBenchmark^13^. In these studies, each benchmarking 35, 6, and 10 inference methods, the methods were found to produce AUPR values ranging from 0 to 0.3, with high values being rare. This variability is also seen for individual methods across different benchmark studies. For instance, while Genie3 is the best performing method in DREAM5, it performed relatively poorly in the other two. Such disparities may be caused by differences in the specific conditions under which the benchmarks were run or in parameters of the synthetic data creation such as size, noise, and network properties. While some methods employ relatively simple computational techniques and therefore can scale to thousands of genes, they tend to produce low accuracy in benchmarks. DREAM5 grouped inference methods into the categories Regression, Mutual Information, Correlation, Bayesian networks, Other approaches, and Meta predictors. Overall, no category clearly outperformed all the other ones, and within each category there is a mix of well and poorly performing methods. Even methods such as neural networks, which in other research settings have performed exceedingly well^14^, performed poorly here.

These benchmarks and surveys testify to the fact that network inference remains a very challenging task considering expression data alone. Integrative approaches can improve performance but depend on the availability of different types of omics data, and face challenges such as varying experimental setups, heterogeneity, and quality of input data. In many cases, only expression data are available however, and here the quality of data is paramount for accurate GRN inference^15,16^.

In this study, we deployed perturbations through siRNA gene knockdown of each gene in our literature-curated set of cancer-related regulator genes, each followed by transcriptomics measurements of all genes, in order to measure the global influence of each individual gene. Knockdown experiments are more informative about the system than irreversible and complete knockout which may cause drastic rewiring of the underlying network into another system entirely. Assuming a linear time invariant (LTI) system^17^, once the system has reached a steady-state, a GRN can be inferred by solving a set of first order ordinary differential equations (ODEs)^18^ in the form of our linear model (Eq. 1). Importantly, our linear model is reliant on a known perturbation design, which adds valuable information to the inference. In this way a selected set of 40 genes relevant to cancer were perturbed, and the transcriptomic response data were used to construct a model of underlying regulatory interactions. We inferred these interactions by relating the effect of the gene perturbations to the expression of the readout genes, using three GRN inference algorithms well suited for employing our linear model and perturbation design: LASSO, LSCO, and TLSCO. The regulatory interactions inferred by these methods are not limited to direct physical interactions, but should be seen as regulatory *influences*, which may be indirect via genes that are not modeled because they were not measured.

A drawback of all GRN inference algorithms is that they generally produce erroneous GRNs if the noise level is high^15,16^. To ensure inference of reliable GRNs, we employed NestBoot^19^, a recent framework implementing nested bootstrapping, wrapped around any individual GRN inference method to better account for sample variation and noise. Contained within the GeneSPIDER package^16^, NestBoot generates bootstrap support distributions for links inferred from measured as well as shuffled data^20^, and minimizes false links by comparing them. This way Nestboot is able to discard links even if they have high bootstrap support, if they also have this in the null distribution. NestBoot has been shown to give substantially increased inference accuracy across both synthetic and experimental datasets when compared to the methods in their native implementation.

In order to measure the accuracy of an inferred GRN, a true GRN is required. Because this is generally not available in the case of real data, we here introduce a framework to assess the predictiveness of an inferred GRN in the absence of a true GRN. Note that we are not presenting a GRN inference method on its own but rather a way to assess the quality of a given GRN. We first use it to measure a GRN’s ability to predict the data compared to a distribution of GRNs with the same topology as the inferred one but whose links have been shuffled. We complemented this performance evaluation by measuring the GRN’s ability to predict the data compared to a distribution of shuffled data. Finally, we present the best performing GRN in detail, although the other inferred GRNs are largely subsets of each other and mostly perform well too. Two of the novel links of the best GRN were experimentally validated. The presented GRN captures regulatory interactions central to cancer-relevant processes and we foresee that it can provide mechanistic insights that can help to guide future cancer research. For instance, many cancers are caused by dysregulation of the MYC oncogene, hence our finding of a new regulator of MYC may potentially lead to new therapies.

## Methods

### Knockdown data collection

A set of genes was assembled from different pathways and complexes, each interacting to some degree with the oncogene MYC^21^ (Tables S2 and S6). Each readout gene was perturbed in the human squamous carcinoma cell line A431 via transfection with short interfering RNAs (siRNAs). We then harvested, purified and prepared libraries using the Ambion Library Construction Kit^22^. A precise record of perturbations is key to modeling (next section). In order to minimize siRNA off-target effects, two to three siRNAs were used per target (Table S4), which were then averaged to purify the effects of the targeted siRNA perturbation. Cells were collected 72 h after siRNA knockdown and washed of Phosphate-Buffer Solution (PBS), and lysed using CelluLyser^23^. Cell counts were calculated using the resazurin fluorescence assay. 

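The spike-in assay, which reads RNA added before RNA isolation and not made by the cells, had a median PCR threshold cycle (Ct) of 25.8 over the samples, with a standard deviation of 1.03. It gave no amplification in 30 of its 384 wells. The spread between technical replicate wells was 0.756 cycles for the spike-in (168 pairs between 23.3 and 27.9 cycles) and 0.566 cycles for gene assays read at the central 95% of the same Ct values (486 pairs).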

Since no endogenous gene can be assumed to be free of MYC regulation, which is thought to be a universal transcriptional amplifier^24^, a spike-in RNA transcript was added to each sample to act as a reference gene for the quantitative polymerase chain reaction (qPCR) analysis, added in proportion to the cell count before RNA isolation. It consisted of a 1,000-base sequence with a 5′ cap and a polyA tail. This was only used for normalization of mRNA level across samples^25^. 

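The deposited Ct table holds 8 negative control samples and 4 positive control samples beside the knockdowns. In the negative controls ENO1, a glycolytic enzyme, was detected earliest among the gene assays, at a Ct of 13.1 ± 0.50 (SD, n = 8), followed by RPL11, a protein of the large ribosomal subunit, at 14.2 ± 0.41 (SD, n = 8). LMYC was detected latest, at 28.4 ± 0.96 (SD, n = 7). The labels do not say what the positive controls were treated with.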

Negative controls were included of siRNA not mapping to human genes, as well as an untreated control absent of any siRNA. The cDNA was prepared from the RNA and preamplified in preparation for the high-throughput qPCR screening. Finally, the transcript profiles with respect to the 40 genes were determined with TaqMan qPCR assays (Table S5) using Fluidigm Biomark 96 × 96 Dynamic Array integrated fluidic circuits. Raw qPCR output was processed with the ddct R package^26^ into log transformed fold changes relative to the experimental controls. 

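Each deposited log2 fold change equals the mean Ct of the 8 negative controls minus the mean Ct of the sample plus a term, within 0.05 for 5600 of the 5600 values compared. The term is shared by all readouts and by all replicates of a condition and ranges from -3.06 to 2.47 over conditions. It was not rebuilt here from the spike-in Ct. The spread between replicates in this table therefore contains no error of the term, and tests on these values count that error as part of the response to the knockdown.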

Three experimental replicates were made per targeted perturbation and five outlying replicates were discarded due to clear machine read error, thus the dataset is composed of 40 genes (N) and 115 samples. 

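The deposited fold-change table has 115 columns of single knockdowns of 40 genes, with 3 columns for 35 genes and 2 columns for 5 genes, and 35 columns of double knockdowns. LKB1, MAX, BIRC5, NFKB1 and RELA are the genes with 2 columns. The Ct table holds 3 samples for each of 45 genes, among them the samples left out of the fold-change table.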

Including all controls, a total of 18,432 qPCRs were performed on 192 samples. Two technical replicates were performed to ensure minimal machine error. They generated very similar values up to 25 qPCR cycles (Fig. S1).

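Over gene assays, technical replicate wells with a mean Ct of up to 25 differed with a standard deviation of 0.230 cycles per well (7830 pairs), and 1.60% of these pairs differed by more than 1 cycle. Above 25 cycles the standard deviation was 0.924 cycles (474 pairs), and 38.2% of pairs differed by more than 1 cycle. The assays of BCL2, an inhibitor of apoptosis, and of LMYC lay above this limit in the negative controls, at mean Ct values of 28.0 and 28.4. Among gene assays, 89 pairs of wells amplified in 1 well alone and 55 in neither.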

Experimental validation of individual interactions was performed on GTML2 brain tumor cells, which were cultured in serum-free stem cell medium as previously described^27^ and treated for 2 h with DMSO or JQ1 (500 nM). RNA was purified using the RNeasy Kit (Qiagen). RNA sequencing was performed using the Ion Proton System for Next-Generation Sequencing at NGI, SciLifeLab, Uppsala Biomedical Center (BMC), Sweden. All treatment conditions were performed in triplicates. All RNA sequence reads were processed and the differentially expressed genes were analyzed as previously described^27^. An additional validation was based on a gene expression data set comprising DMSO- and JQ1-treated glioma cell lines, which we had previously published^28^. Specifically, in this study we were able to distinguish between JQ1-resistant and JQ1-sensitive human adult high-grade glioma cell lines. From the four cell lines with available AmpliSeq expression data, only one (U3056) was characterized as JQ1-sensitive and expressing high MYC levels, and was accordingly selected to investigate the interaction between BRD4 and CCNB1. Expression data for the U3056 cell line was downloaded from the Gene Expression Omnibus (GSE138942) and comprised 6 h DMSO and JQ1 treatments in triplicates each.

### GRN inference

The fold change is calculated in comparison to the spike-in for all knockdown experiments. It is used in combination with the collective experimental design matrix (describing the location of perturbed and readout genes) to determine the GRN, i.e. the interaction matrix A, of regulatory effects from gene *j* to *i* in element *a*_*ij*_. We use a linear ODE model, similar to^17,29^, which simplifies to

1 $$Y=-{A}^{\dag}(P-F)+E$$

where Y is an expression matrix of calculated fold changes, with N genes (rows) and M experiments (columns). In Eq. 1, *P* is the design matrix if we solve for $${A}^{\dag}$$, where the Moore–Penrose generalized inverse, denoted *†*, is used throughout in place of the inverse due to computational intractability wherein sparse GRNs might be rank deficient. However as we want to solve for $$A$$ and not $${A}^{\dag}$$, we reformulate Eq. 1 to a traditional regression problem on errors-in-variables form, $$-(P-F) =A(Y-E)$$. The error in *Y* and *P* are represented as measurement error *E* and process error *F*, respectively, as defined in Table S1. *F* is used as an estimate of the variation in the perturbation, e.g. siRNA efficiency or environment, while E is used as an estimate of the variation inherent to the cells’ expression as well as error in plate reading^26^.

Three methods are employed to perform model selection and parameter estimation simultaneously. LSCO (least squares with a cut off to produce variably sparse networks)^30^ was chosen for its resemblance to the standard ordinary least squares method, LASSO (least absolute shrinkage and selection operator)^31^ was chosen for its proven ability to find the sparse solution with minimum errors, and TLSCO (total least squares^32^ with the same sparsity inducing cut off as LSCO) for its ability to model error in both the dependent and independent variables^15^. Each method is encapsulated within the nested bootstrapping framework to estimate the linear model in an accurate and reproducible manner by limiting false discovery rate (FDR), in their native configuration.

### GRN validation without gold standard

To evaluate the goodness-of-fit of the inferred network in a prediction error framework one needs to balance the measurement and process errors. This optimization occurs during the leave one out procedure (Algorithm 1), using the CVX convex optimization package (v1.22)^33^ for MATLAB, where the left out gene (g) is expressed as a linear combination of the other experiments (cross-validation). The aim of this procedure is to equally balance the measurement and process errors when predicting the left out gene under cross-validation.
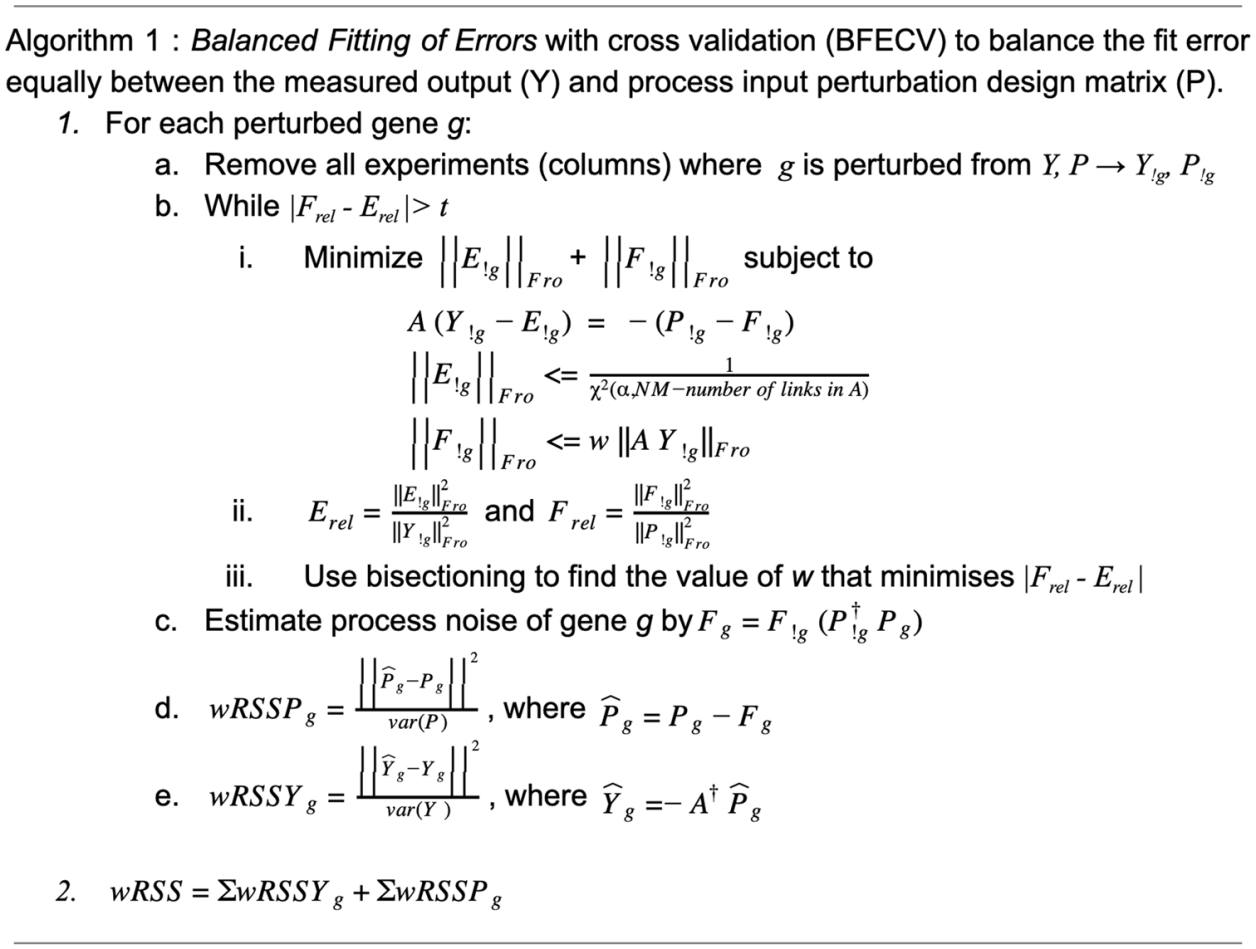

In the BalanceFitError algorithm, *A* contains the inferred GRN structure (topology), with each non-zero value representing a regulatory interaction and each zero a lack of interaction, i.e. pseudo-direct influence. The algorithm estimates each gene’s perturbation and response based on the balanced measurement and process errors of all other genes and compares it to the intended perturbation and observed response. Since error is a function of the degrees of freedom of the given matrix, relative error (*E*_*rel*_, *F*_*rel*_) is used to more equally balance these errors. From step (i) to (iii) all matrices have the perturbation experiments of the left out gene *g* removed and are thus denoted *!g*. However, *A* maintains all genes, remaining square throughout, and later the left out experiments can be predicted from the remaining data. This method to evaluate the goodness-of-fit is used on all inferred networks. All inference methods used here have a regularization parameter that determines the number of nonzero parameters in the models, which is varied to span the complete range from empty to full network.

Because our leave out procedure assesses individual gene prediction errors, we assembled null GRN performance distributions by shuffling GRN links and fitting these new networks to the data to create both a standardized and fairly conservative link weight using a constrained least squares (CLS) algorithm^30,34^. To this end we implement a Monte Carlo sampling method, sampling links to maintain the node in degree and preserving hubs thereby approximating an estimated link null distribution based on the inferred GRN judged to generate conservative and fair null GRNs. For a fair comparison, both the inferred and shuffled GRNs are fit to the original data. However topology and sign are preserved in the GRNs. To obtain a measure of the goodness of fit of both inferred and shuffled GRNs, cross-validation was used to calculate the weighted residual sum of squares (wRSS) of the original training data while balancing the measurement and process errors as described in Algorithm 1. We are able to predict a left out gene in step *c* and *d* by expressing it as a linear combination of the other genes. This goodness of fit measure was also made of the inferred GRN’s ability to under cross-validation predict the original data compared to the distribution of prediction errors using shuffled data. The relative error metric comparing measured and shuffled wRSS (Figs. 2, 3, S3, S4) is complemented by R^2^ values (Fig. S5). Before calculating these, each GRN parameters were modified to ensure that the predicted response remained similarly bounded as the observed gene expression. This was done by performing singular value decomposition of the GRN, setting singular values below a cutoff to zero, and then reconstructing the GRN without the smallest singular values. This GRN was then fit to the training data under cross-validation to generate predicted expression responses in the same way as described above. The cutoff on the minimum singular value was set independently for each GRN to ensure that the predicted expression values were within the range of the measured values. The small singular values generally represent noise if the data is ill-conditioned and removing them reduces the effect of noise.

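The double knockdowns were single samples of A431 cells transfected with siRNA against a pair of genes, harvested at 72 h as the single knockdowns were. The Ct table holds 45 double knockdowns and the fold-change table 35, each of them 1 sample, so no test can be made for one of them alone. Target levels were taken from the deposited log2 fold changes, also after subtracting the median over the readouts of the sample. Responses of the other readouts were set against the sum of the mean responses to the 2 single knockdowns by Pearson correlation over 1330 values of 35 double knockdowns, with 10000 permutations of the names of the double knockdowns as the test. Values of one sample are not independent replicates.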

To further verify both predictiveness and generalizability, these GRNs are also applied to a second independent, validation dataset based on the same genes knocked down in pairs, in single replicates. While this data is not used to infer GRNs, we apply the same cross-validation strategy as for the original data to validate the GRNs. This is necessary for parameter fitting, since the process error is different from the single knockdown data. Furthermore, by running the same pipeline we obtain a comparable measure of how well the independent data fits our inferred GRNs, and build null distributions of expected error from shuffled GRNs to examine an inferred GRNs’ ability to predict the data.

## Results

A four step procedure was implemented to generate a cancer-centric GRN oriented towards the MYC oncogene (Fig. 1). First, a list of 303 cancer-associated genes, gathered from the NCI Pathway Interaction Database^35^, the myccancergene.org websiteS6^36^, FunCoup output^37^, and 29 other sources (supplemental Table )^38–66^, was ranked heuristically by what was known of each, giving preference to genes with known associations to both cancer and MYC. The criteria were as follows, in decreasing order of rank: (i) members of a complex with MYC affecting or not affecting transcripts, (ii) genes directly affecting MYC or MYC transcripts (activating/repressing), (iii) genes affecting MYC targeted transcripts, and (iv) genes indirectly affecting MYC transcripts. Only genes expressed in the used cell line were further considered. The 40 top ranked genes were perturbed by siRNA in the well characterized human A431 squamous carcinoma cell line (Table S2). 

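The 40 targets of the fold-change table, in the groups used here, hold 5 genes of the E2F and RB pathway that controls entry into S phase (DP1, DP2, E2F4, RB1 and P107), 4 MYC family members and partners (MYC, MAX, MIZ1 and MYCBP), 3 genes of the NF-kB pathway (NFKB1, RELA and CHUK) and 4 genes of the Wnt pathway (CTNNB1, TCF7L2, DVL3 and AES). Another 3 are mitotic genes (CCNB1, BIRC5 and FOXM1C), 4 are coactivators and chromatin regulators (BRD4, P300, AIB1 and TIF1B), 2 are STAT factors (STAT3 and STAT5B), 6 are other transcription factors (SP1, TBP, YY1, MYB, CEBPB and JUN), 5 act in ribosome, translation and growth (RPL11, GNL3, BYSL, GCN1L1 and ENO1) and 4 in survival and tumor suppressor signaling (AKT1, LKB1, P53 and BRCA1).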

Of the selected genes, 31 are transcriptional regulators, 10 are oncogenes, and 7 are tumor suppressors.

**Figure 1:**
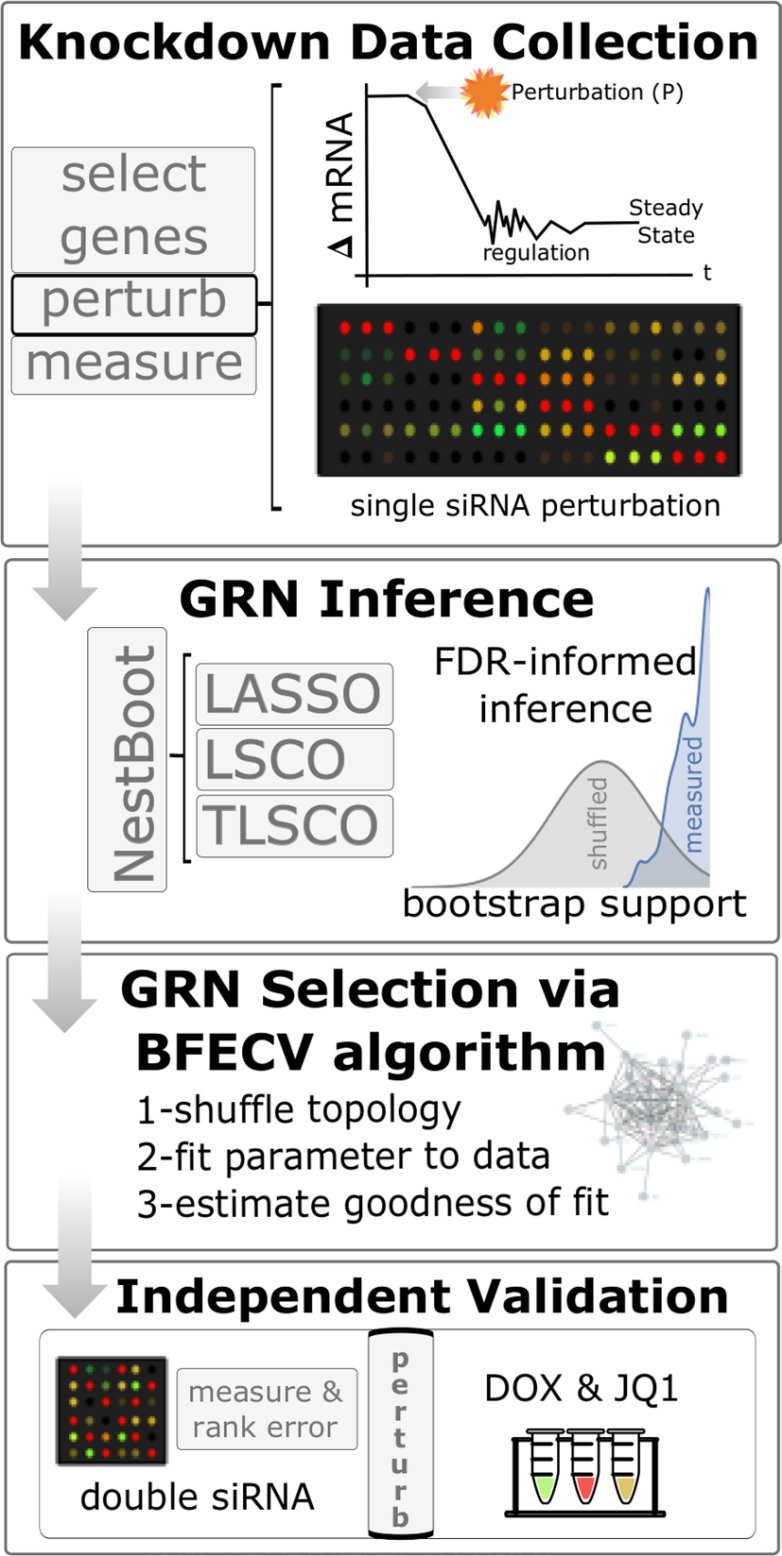
Workflow of project. siRNA perturbation experiments were carried out systematically per gene, resulting in a change in mRNA level which elicits a regulatory response over time before reaching steady state when gene expression was measured. GRN inference: nested bootstrapping was applied to three inference methods, producing GRNs with an FDR set to 5%. GRN Selection: Estimate goodness of fit with the Balanced Fitting of Errors framework under cross-validation (BFECV) and compare to shuffled topologies (Algorithm 1). Independent Validation: Each inferred GRNs’ ability to predict an independent dataset was evaluated in comparison to a distribution of shuffled topologies. Finally, the overall most predictive GRN was selected. Two novel links were experimentally validated.

RNA silencing experiments were carried out to knock down the expression of each individual gene, whereafter the expression of all genes in response to the perturbation was measured. 

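Single-gene knockdown was measured in A431, a human squamous carcinoma cell line, at 72 h after transfection with siRNA. RNA was read by RT-qPCR on a Fluidigm platform with 2 technical wells per assay. The values analysed are the authors' log2 fold changes against the negative controls for 40 readouts, and the deposited Ct values for 44 gene assays and the spike-in. A linear model with 1 mean per knockdown was fitted to each readout with limma, each mean was tested against 0, which is the level of the negative controls, and p was adjusted by Benjamini-Hochberg over all 1600 pairs of a knockdown and a readout. Because the deposited table holds no control columns, the error of the control mean is not in these tests. Samples with the same replicate number deviated together, so the results of limma were also computed with the replicate number as a block (replicate block). In the Ct table, 28 of the 45 single-knockdown samples with number 2 also held a fall of another gene below -2.5 against the median of the sample, against 1 of 45 with number 1 and 3 of 45 with number 3, each at least 2.5 below the mean of the other numbers.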

The experiments were carried out with three biological replicates per gene. 

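The labels number the replicates but do not say that they came from separate cultures, so p-values here measure the spread between these samples. With the mean of each knockdown removed, samples with number 3 correlated with each other across readouts at a mean r of 0.726, those with number 1 at 0.457 and those with number 2 at 0.242, while samples with numbers 1 and 3 correlated at -0.53. In the samples with number 3, FOXM1C lay lowest against the knockdown means, at -1.12 on the log2 scale, and MIZ1 highest, at 0.76. Over 40 readouts this deviation had r = 0.961 with the difference between negative controls 5 to 8 and 1 to 4 (permutation p = 1e-05, the smallest that the permutations can give).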

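The deposited Ct table holds 17280 wells, from 45 assays read in 2 wells each in 192 samples. Of these, 229 gave no amplification. Ct values ran from 11.2 to 37.1. The log2 fold changes made from them by the authors ran from -10.88 to 3.30.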

At steady-state, gene expression was measured using high-throughput RT-qPCR, totalling 18,432 quantifications. 

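In 32 of 40 single knockdowns the transcript targeted by the siRNA fell (limma, Benjamini-Hochberg adjusted p under 0.05), to a median log2 fold change of -4.56. The deepest fall was that of RPL11, at -8.24 ± 0.53 (SD, n = 3, adjusted p = 7.54e-32 from limma). The log2 fold change was -6.01 for MYCBP, a MYC-binding protein, -5.95 for the kinase AKT1, -5.67 for the chromatin reader BRD4 and for the glycolytic enzyme ENO1, and -5.65 for the general transcription factor TBP. Over the 40 knockdowns, the target lay below the median of the other 39 readouts by a mean difference of -3.46 (SD 2.07), below 0 in 36 and below -1 in 32 of them (two-sided sign-flip permutation test over 40 knockdowns, p = 1e-05, the smallest that 100000 flips can give).

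**Figure D1:**
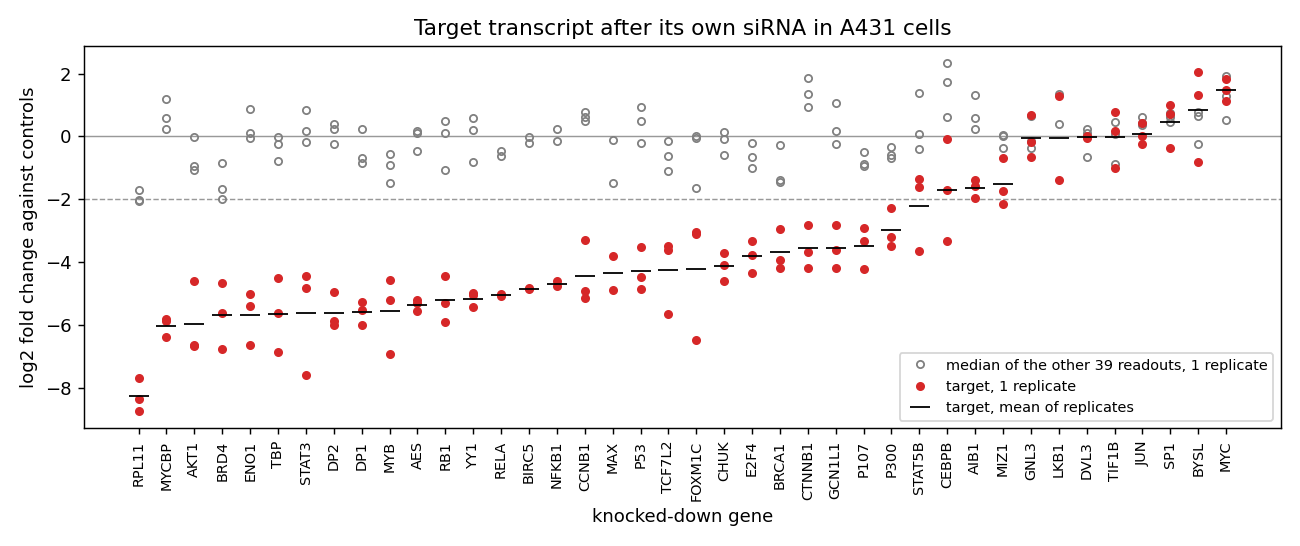
Log2 fold change against the negative controls for the targeted transcript in each replicate, and the median of the other 39 readouts, in the 40 single knockdowns. In 32 knockdowns the mean of the target lies more than 1 below the median of the other readouts.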

Most targeted genes were seen to have dramatic reduction in expression, generally a stronger effect than for the other genes (Fig. S2). 

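By group, all 5 targets of the E2F and RB pathway fell, between -5.60 (DP2) and -3.48 (P107), as did all 3 mitotic genes, all 3 NF-kB genes and both STAT factors. In the Wnt pathway 3 of 4 fell and DVL3 lay at -0.02. Among MYC family members and partners 3 of 4 fell (MYCBP, MAX and MIZ1), and among other transcription factors 4 of 6. The nucleolar proteins GNL3 (-0.06) and BYSL (0.85) and the corepressor TIF1B (-0.01) were not lowered by their own siRNA. For the kinase LKB1 a fall can be neither called nor excluded, as its mean of -0.04 comes from 2 columns at -1.38 and 1.29, and LKB1 gave no amplification in 2 of 2 wells of its own knockdown sample with number 2. Past an unadjusted p of 0.1 and a log2 fold change of -2, limma counted 29 of 40 targets, and 32 past -1. The other 3 of the 32 were CEBPB at -1.70, AIB1 at -1.64 and MIZ1 at -1.52. CEBPB lay at -0.08, -1.68 and -3.33 in its 3 replicates and was not called without replicate 3 (-0.88) or without replicate 2 (-1.71), while centred on the sample medians, chosen after seeing the data, it lay at -3.24. Without replicate 1, AIB1 (-1.47) and MIZ1 (-1.41) were not called, nor were MIZ1 without replicate 2 (-1.21) and STAT5B without replicate 3 (-1.48, against -2.20). From the Ct values with the spike-in CEBPB, AIB1 and MIZ1 were not called. Adjusted over the list alone, 32 targets fell. With the replicate block the counts were 29 and 32 as well. Adjusted over the list alone in settings chosen after seeing the data, LKB1 also fell with the Ct mean and replicate block (-0.85), and LKB1 (-0.91) and JUN (-0.40) when centred with the block.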

In fact 31 targets were significantly downregulated (p < 0.1 and log_2_ fold change < − 2).

The perturbation response gene expression data were used for network inference with three methods, LASSO, LSCO, and TLSCO, each run in conjunction with nested bootstrapping. 

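Networks were inferred here from the 115 single-knockdown columns by LASSO, 1 regression per readout, with the knockdown design as the perturbation. The penalty (0.00175) was set so that the fit to all columns held 1145 links. Each of 20 outer runs held 50 inner bootstrap runs with every target kept at least once, and 5 sets of tables shuffled within each readout, shuffled anew for each outer run, served as null. A link was kept where its support over the outer runs reached the lowest value with an estimated false discovery rate of at most 5%. In simulated tables, more of the kept links between genes were false than this rate. LSCO, other numbers of native links and a null with permuted columns were run beside it. The paper's balanced fit of errors was not repeated. In its place, links were refitted by least squares and the held-out response was predicted from the pseudoinverse of the network.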

Each GRN inference method was run with varying parameters to produce GRNs in a range of different sparsities. Nested bootstrapping was then used to select the significantly supported links in each GRN, resulting in final sparsities that tend to never exceed 3–5 links/gene even if the natively inferred GRN had 40 links/gene, for example.

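After nested bootstrapping the LASSO network kept 3.8 links per gene from 1145 native links. BRCA1, which acts in DNA repair, had the most incoming links (10), followed by DP1 (8), AKT1, BIRC5 and P53 (7 each). RPL11 and the zinc finger factor YY1 had 8 outgoing links each, and BRD4 and DP2 had 7 each. With 800 native links the network kept 4.34 links per gene and with 1400 it kept 3.62. LSCO at 1145 native links kept 12.8 links per gene.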

In order to select the GRN that has the links most likely to exist in reality, we compared how well each inferred GRN’s topology fits the data compared to shuffled topologies of the same GRN. The reason for validating the topology rather than the complete GRN including the actual parameter values is that those parameters are optimized to fit the data and therefore no suitable null model exists. Note that by topology we mean the structure of the GRN, i.e. the inferred links and their sign. For each topology, the parameters were fit to the observed data using cross-validation, and the error was measured as the difference between predicted and observed values of the hold-out samples, after assembling the individual gene predictions into the full predicted matrix. This was done with the novel Balanced Fitting of Errors with cross validation (BEFCV) algorithm (Algorithm 1), which ensures that the error is balanced between sources, i.e. that the error is not merely pushed from the measurement to the process estimation or vice versa. Note that this algorithm is not a GRN inference method on its own but is rather a way to assess the quality of an inferred GRN.

Each inferred GRN was shuffled a hundred times, and the data was fit the same way to these topologies to estimate a null distribution of expected inference error. Note that since the parameters of the shuffled topologies are fit to minimize the error, this is a very stringent test of the inferred topology and for a suboptimal GRN one expects some of its shuffled topologies to by chance have lower error. Yet, several of the inferred GRNs greatly outperformed their null model, both when using the original training data (Fig. 2) and the independent validation data with double knockdown design in the same cell line (Fig. S3). 

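The response of a knockdown whose samples are all left out cannot be predicted with this simplified form, because the left-out gene then has no signal in its own equation. The network then predicts 0, the error equals that of predicting 0 for every value (4679), and the log10 ratio of the median error of 100 shuffled topologies to the error of the network was 0. With the error taken on the side of the perturbation, the network had a lower error than all 100 shuffled topologies, by a log10 ratio of 0.0152. There too the perturbation of the left-out gene itself is predicted as 0, so the ratio compares the values predicted for other genes alone. The links had moreover been chosen from all columns, the left-out ones included, by a fit to this same error. The network was therefore favoured in advance over shuffled topologies, and no conclusion is drawn from this ratio. Leaving out 1 replicate number at a time, chosen after the first result was seen, gave a log10 ratio of 0.579 with 32 of 100 shuffled topologies below the network, whose error was then 1.45e+07. In the double knockdowns the log10 ratio was 0.630 with 40 of 100 shuffled topologies below the network, and 0.0203 with 0 of 100 on the side of the perturbation. It was 0.363 without replicate 1, 0.125 without replicate 2 and 1.12 without replicate 3, and with the first-named target alone in the design, chosen after seeing the data, it turned to -0.507 with 66 of 100 below the network, against 0.647 with 27 of 100 for the second-named target alone. The error of the network in the double knockdowns was 5.89e+06, and that of predicting 0 for every value was 1444.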

We also calculated R^2^ values to show the proportion of the variation that our GRNs explain (Fig. S5). All GRNs are available at https://dcolin.shinyapps.io/CancerGRN/. Five of the inferred topologies had 1,000 times lower error than the median of the shuffled null model. The most accurate GRNs were inferred by Lasso, in terms of outperforming their null distributions. All but one GRN outperformed the median of their null distributions, and eight of the nineteen GRNs across all three methods outperformed all shuffled GRNs in their respective null distribution.

**Figure 2:**
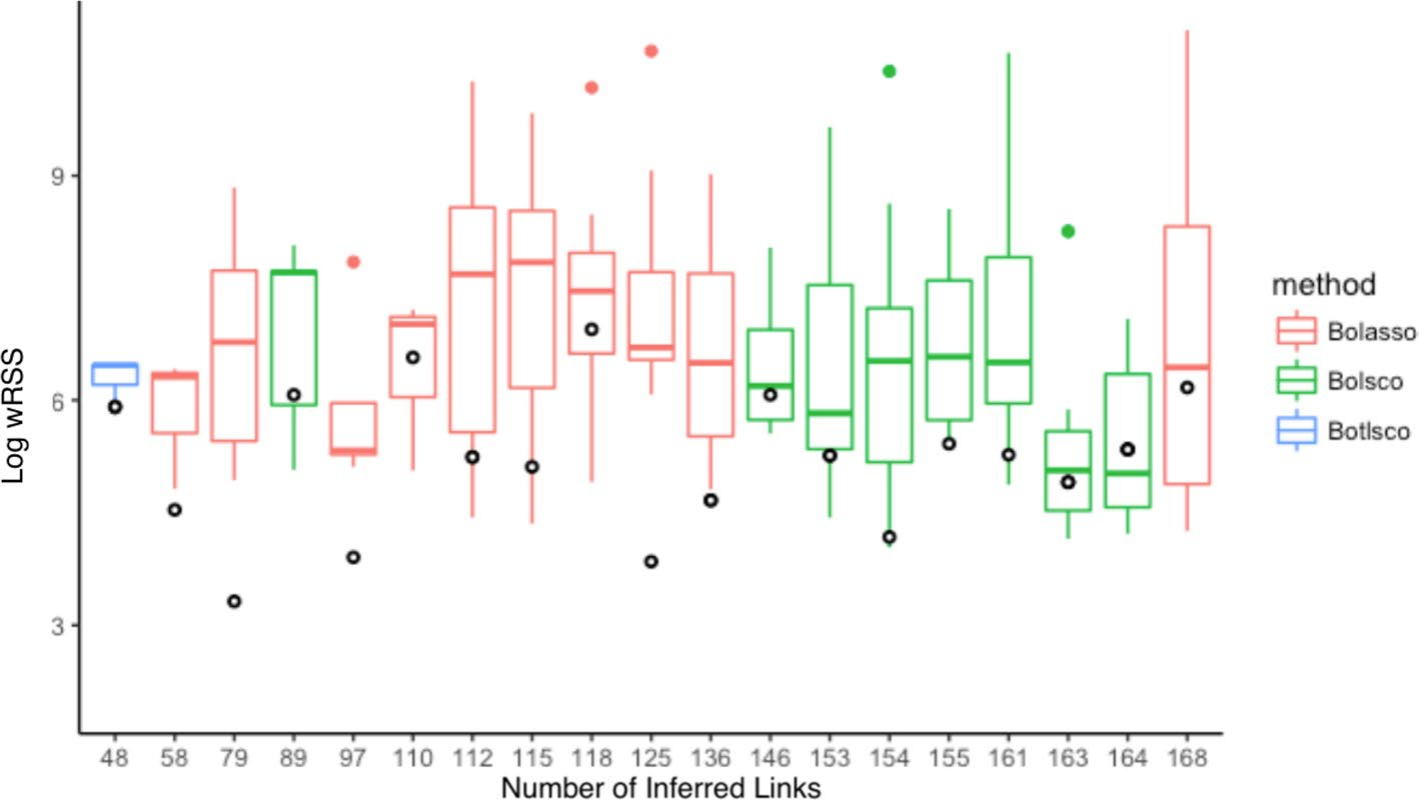
Validation of inferred GRNs’ topologies. Each x-axis tick mark shows the prediction performance in terms of the wRSS error of each inferred GRN topology (circles) fit to training data under cross-validation, compared to its shuffled topologies. The box displays the median and interquartile range, and whiskers bound points maximally extending 1.5 times this range. Beyond this, outlier points are shown.

We also applied another null model to test how well the data fits the inferred GRN. Here we shuffled the original data one hundred times and fit these datasets to the inferred GRN in order to generate a null distribution. For many inferred GRNs the error was significantly lower than the median of the null distribution, both for the original training data (Fig. 3) and for independent validation data (Figs. 3 and S4).

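Against shuffled data as the null, leaving out 1 knocked-down gene gave a log10 error ratio of 0, for the reason given with the shuffled topologies. Leaving out 1 replicate number at a time gave a log10 ratio of 1.11, with 2 of 100 shuffled data sets below the network. When self links were shuffled together with the other links, the ratio was 1.89 with 0 of 100 below the network. The error of the network in both comparisons was 1.45e+07, far above the 4679 of predicting 0 for every single-knockdown value, so these ratios do not show a useful prediction.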

**Figure 3:**
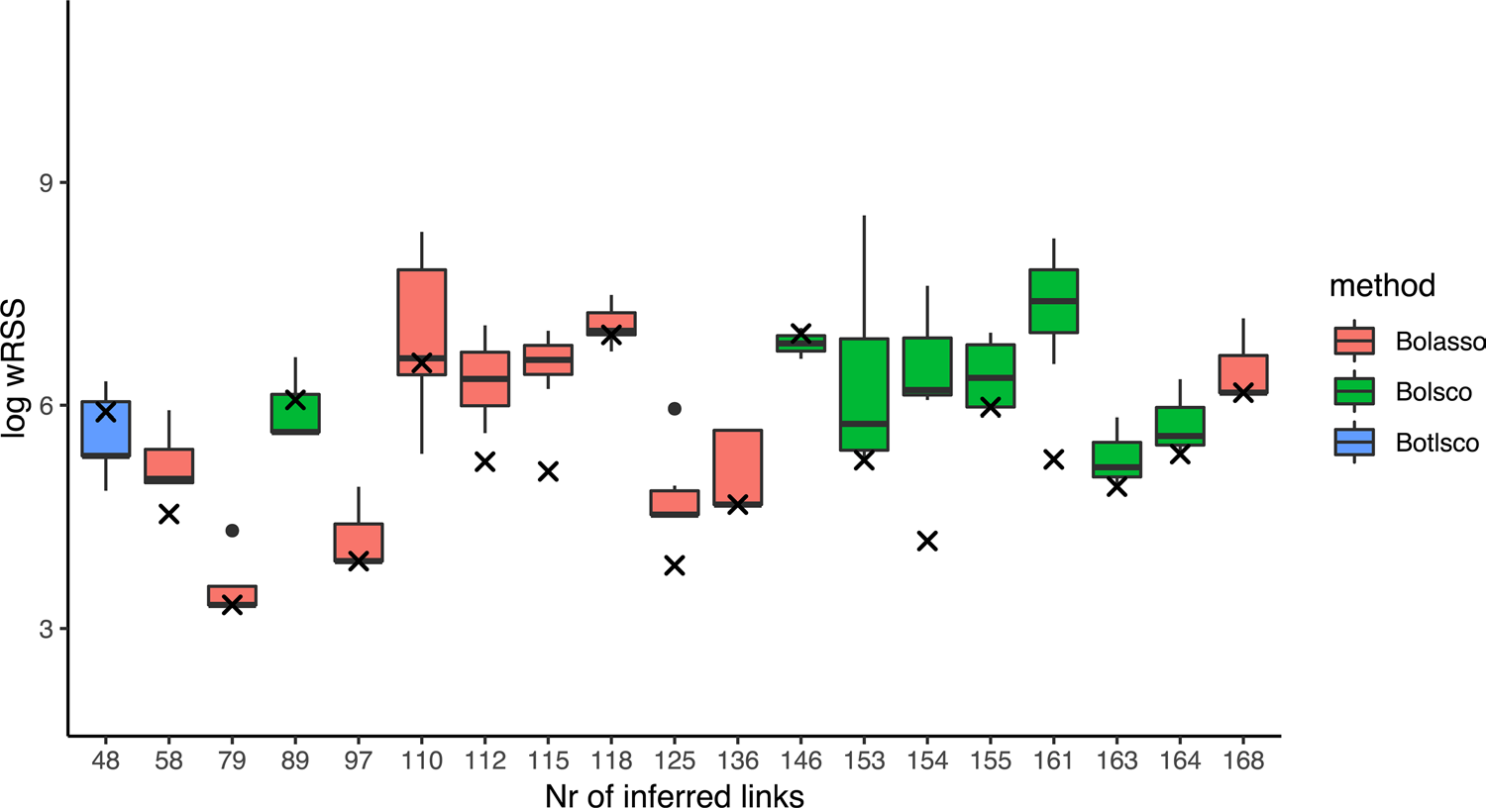
Validation of the inferred GRNs’ fit to the measured data. Each x-axis tick mark shows the prediction performance in terms of the wRSS of an inferred GRN topology fit to training data under cross-validation, compared to its ability to fit shuffled data. X marks represent the inferred GRNs. The filled color box displays the median and interquartile range, and whiskers bound points maximally extending 1.5 times this range. Beyond this, outlier points are shown.

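The LASSO network kept 152 links between 40 genes at a support of 93.5%, and 33 of them were self links. DVL3, GNL3, BYSL, LKB1, TIF1B, JUN and MYC had no self link, and none of their transcripts passed the test for a fall after their own siRNA. SP1, which did not pass it either, kept its self link. MYC had 2 incoming links, from MYCBP and CCNB1, and 2 outgoing links, to the kinase CHUK and to ENO1. Without replicate 2 the network kept 350 links, of which 134 were among the 152.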

The GRN that outperformed its null distribution by the largest margin was Bolasso_network_L1145_M115_support97.5_1.52e-03, which we will refer to as the best GRN, with 125 links, including 39 self-links, between 39 genes (Fig. 4) and a sparsity of 3.2 links/gene. The full name indicates certain properties, namely that 1,145 links were natively inferred before NestBoot, 115 experiments were used, 97.5% bootstrap support was attained at FDR = 0.05, and 1.52e-03 is the sparsity penalty parameter used. In this GRN’s overlap plot (Fig. 5) one can see the distributions of bootstrap values for both measured and shuffled data. The frequency of bootstrap support for measured data increases sharply at the right end above 98%, suggesting that this part of the distribution represents real and therefore highly reproducible links. In contrast, the shuffled data decreases towards support = 1. 

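The support of links inferred from measured and from shuffled data crossed between 90% and 95%. At a support of 90%, 215 links were found in the measured data and a mean of 232.6 in the shuffled tables. At 95% the counts were 133 and 0.8. At 97.5%, 102 links remained in the measured data and 0 in the shuffled tables, and 51 had a support of 100%. The null was shuffled anew for each outer run, so that a mean support over runs cannot stay as high there. Within single runs, a mean of 315.5 links reached 97.5% in the measured data and 332.7 in the shuffled tables. With 1 shuffled table kept through all outer runs, a setting chosen after seeing the data, 14 shuffled links had a support of 97.5% and 85 links were kept. BRD4 to CCNB1 and BRD4 to P53 were among the links with 100% support. From the rise of support at its upper end, the paper proposes that those links are real and reproducible.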

The fact that some links inferred from shuffled data can attain such high bootstrap values can be attributed to the fact that the inference is done at a sparsity that yields very dense GRNs which may result in spurious links with high bootstrap support. However, the nested bootstrap framework monitors the distribution of spurious links and takes them into account when calculating FDR. The plot shows how FDR varies for different bootstrap support cutoffs.

**Figure 4:**
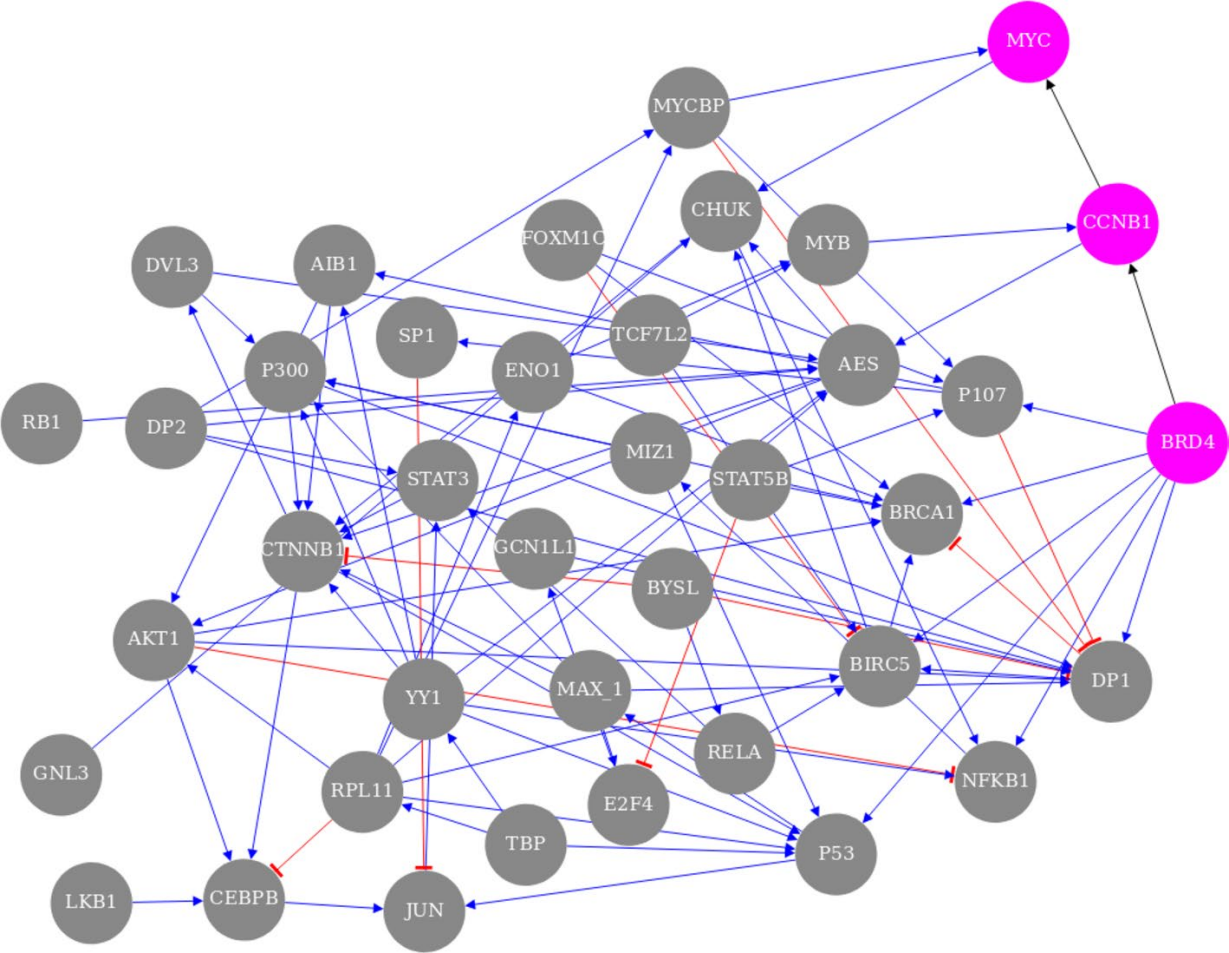
The overall best performing GRN. Each of the 125 links has at least 97.5% bootstrap support, and the sparsity is 3.2 links/gene among its 39 genes. The 39 self links are not shown. The genes involved in the external validation experiment, BDR4, CCNB1, and MYC, are highlighted pink. Blue links reflect up regulation while red reflect negative down regulation. The visualization was made by the provided shiny app.

**Figure 5:**
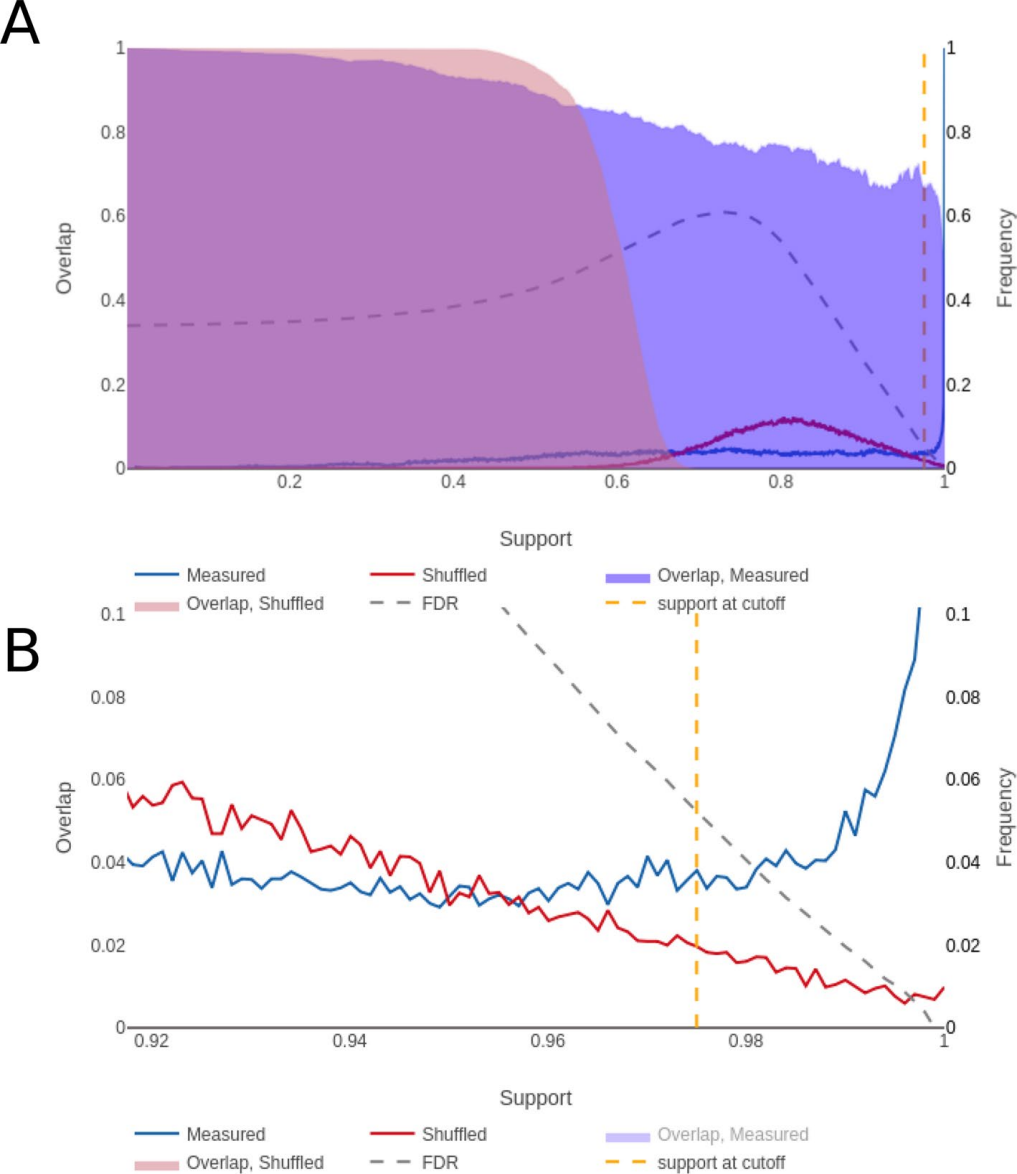
NestBoot output for the overall best performing GRN. (**A**) Shows the entire bootstrap support range from 0 to 1, as well as overlap between all bootstrap GRNs for measured (blue) and shuffled (red) data. The FDR is estimated via a null background model based on networks inferred from shuffled data. This is done to restrict inclusion of false links by setting FDR e.g. to 5%. The dashed orange line represents the cutoff where this is reached, here at 97.5% bootstrap support. The dashed grey line shows how the FDR behaves as a function of the bootstrap support. (**B**) Shows the fine detail of the curves in the support levels between 0.9 and 1. These visualizations were made by the provided shiny app.

One can also see the level of overlap between one hundred nested bootstrap runs in Fig. 5. Each run yields a bootstrap support for every link, which can be converted to a GRN for a given cutoff. For the measured data, the overlap (Jaccard) between runs stays relatively high (0.6) all the way to links with 100% bootstrap support, indicating that the reproducibility is high. In contrast, for the shuffled data not a single link with bootstrap support above 70% overlaps with another nested run, indicating poor reproducibility despite relatively high bootstrap support.

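Between pairs of the 20 outer runs, links with 100% support overlapped with a Jaccard index of 0.346 ± 0.027 (SD over 190 pairs of runs) in the measured data and of 0.0730 in the shuffled tables. At a support of 97.5% the values were 0.360 and 0.123. A run held a mean of 245 links with 100% support in the measured data and 208.1 in the shuffled tables. The shuffled values compare runs on differently shuffled tables, while all measured runs share 1 table.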

### Validation of the best GRN

Of the 125 links inferred in the top performing GRN, two novel MYC-related links were experimentally validated. The novel regulatory relationships BRD4 → CCNB1 and CCNB1 → MYC (Fig. 3) were examined in an independent study^27^ in which JQ1 was used to inhibit BRD4 in the GTML2 cell line, a mouse brain tumor cell line that overexpresses human MYCN. The inferred activation of CCNB1 by BRD4 was supported by a significant reduction of CCNB1 expression when BRD4 was inhibited, from 7.12 to 7.04 average log(CPM) after 6 h (Fig. S6). However, in order to study immediate effects of BRD4 inhibition we here performed a new analysis in which GTML2 cells were treated with JQ1 for just 2 h. Again, CCNB1 expression was significantly reduced, from 7.48 to 7.04 average log(CPM). Furthermore, in the MYC-expressing human adult high-grade glioma cell line U3056^28^ we again observed a significant downregulation of CCNB1 after 6 h of BRD4 inhibition via JQ1 (Fig. S7). Longer JQ1 treatment (24 h) further decreases CCNB1 in high-grade glioma cells^67^. The same was observed 24 h after JQ1 inhibition in ovarian cancer cells^68^. Additional support for this link is provided by co-expression between BRD4 and CCNB1 in the GEO dataset GSE7307 (Spearman correlation 0.473, p = 4 × 10^–39^.

Support for the inferred activation of MYC by CCNB1 was found by the fact that the CCNB1 expression changed from normal newborn mouse brain to adult mouse brain (from FPKM 20.3 to 0.2) which agrees with the change of MYC (from FPKM 9.2 to 0.8)^27^. Additional support for this link is provided by co-expression between CCNB1 and MYC in the GEO datasets GSE2503 (Spearman correlation 0.99, p = 1.4 × 10^–24^ for squamous cell carcinomas), GSE69925 (Spearman correlation 0.25, p = 1.4 × 10^–5^ for esophageal squamous cell carcinomas), and GSE7307 (Spearman correlation 0.456 p = 1.2 × 10^–37^) Furthermore, this link is found in the STRING^69^, GeneMania^70^, and Funcoup^71^ databases.

These validations support a novel mechanism for MYC regulation inferred in the best GRN. While it is well known that BRD4 can activate MYC in some cancer types^72^, the best GRN presents a regulatory route that goes via CCNB1 (Cyclin B1). 

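Knockdown of BRD4, a bromodomain protein that recruits the elongation machinery to acetylated chromatin, lowered its own transcript (log2 fold change -5.67), and 23 of 39 other readouts fell while 0 rose (limma). Cyclin B1 (CCNB1) fell by 2.55 (SE 0.43, n = 3, adjusted p = 2.51e-06 from limma). The E2F and RB pathway fell in 5 of 5 genes, among them P107 at -2.67 and DP1 at -2.64, and the mitotic genes in 2 of 3. MYC fell by 1.74 (SE 0.48, n = 3, adjusted p = 0.00517 from limma). The median of all 39 readouts was -1.52, and with each sample centred on its median, an alternative chosen after seeing the data, CCNB1 lay at -1.02 (adjusted p = 0.0845 from limma, 0.0373 with the replicate block) and MYC at -0.21. From the Ct values CCNB1 was not called, at -2.20 with the spike-in (adjusted p = 0.126 from limma, 0.0593 with the replicate block) and at -0.89 with the mean reference (adjusted p = 0.236 from limma, 0.116 with the replicate block). Centred, 2 of the 5 genes of the E2F and RB pathway were still called, P107 at -1.14 and DP1 at -1.11, while DP2 lay at -0.52, RB1 at -0.24 and E2F4 at -0.01. Knockdown of CCNB1 lowered its own transcript (log2 fold change -4.43), and MYC then had a log2 fold change of 1.27 (SE 0.48, SD 0.70, n = 3, adjusted p = 0.0547 from limma), above 0 in 3 of 3 replicates. With the replicate block MYC rose (adjusted p = 0.00595 from limma), centred on the sample medians it lay at 0.65 (adjusted p = 0.365 from limma, 0.0125 with the replicate block), and from the Ct values with the spike-in at 0.73 (adjusted p = 0.890 from limma, 0.790 with the replicate block). In the network, the link from BRD4 to CCNB1 was an activation with 100% support and that from CCNB1 to MYC an activation with 94.7% support, which was not kept with samples centred (support 76%), with 1 shuffled table kept through all runs, or by the lowest support over the runs (62%), 3 settings chosen after seeing the data, nor at 800 native links (68.7%), an alternative set before. MYC kept no self link and was not lowered by its own siRNA, so the sign of its incoming link alone does not show an activation. From the path of BRD4 to CCNB1 to MYC, the paper proposes that cyclin B1 acts on proliferation through the activation of MYC.

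**Figure D2:**
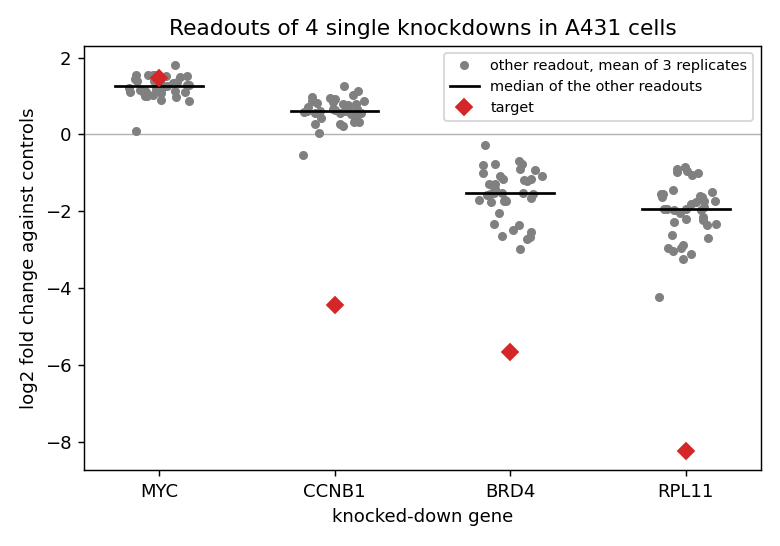
Log2 fold change against the negative controls of each readout in the knockdowns of MYC, CCNB1, BRD4 and RPL11. The readouts of the MYC knockdown center on 1.25, those of the CCNB1 knockdown on 0.62, those of the BRD4 knockdown on -1.52 and those of the RPL11 knockdown on -1.93.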

Bound with cyclin-dependent protein kinases, CCNB1 is involved in controlling the cell cycle at mitosis. The findings here suggest that CCNB1′s role in regulating biological processes such as proliferation and oncogenesis can proceed via the activation of MYC.

Another type of validation is comparison to known links in public network resources. The links in the best GRN were searched for in the databases TRRUST^73^, FunCoup^71^, HumanNe^74^, and STRING^69^ as well as in our prior network from data mining. Where these reference networks contained undirected links, we compared them to an undirected version of our GRN. Many known interactions were witnessed in the best GRN (21 recovered from STRING), speaking to its ability to accurately infer what is known. The overlap with the other GRNs was significant (p < 0.1) in a hypergeometric test in all cases but one (Table S3).

## Discussion

This study carries out a complete workflow for inferring reliable GRNs, from the selection of genes, experimental perturbation, data collection, and GRN inference, to validation of the inferred GRNs. It was applied to 40 cancer-related genes whose GRN was studied in a human squamous carcinoma cell line. The collected dataset was used to infer variously sparse GRN using three inference techniques within the NestBoot framework. The predictiveness of the inferred GRNs was estimated using the novel BalanceFitError algorithm under cross-validation. This is not a GRN inference method on its own but can be applied to GRNs inferred with any method. Almost all inferred GRNs were more predictive than expected by chance, and some were vastly more predictive. These top performing GRN were also able to predict an independent pairwise-gene perturbation validation dataset significantly better than expected by chance. 

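In the double knockdowns, 36 of 70 target positions lay below a log2 fold change of -1 and 27 below -2. Of all first-named positions, 26 of 35 lay more than 1 below the median of their sample, and 0 of 35 second-named positions did. The other 9 first-named positions are of targets that were not lowered in their single knockdown either. Among targets lowered in their own single knockdown, 26 of 26 first-named positions lay more than 1 below the median of their sample (median -4.93), and 0 of 29 second-named positions did (median 0.06; two-sided Fisher exact test, p = 2.81e-16). The test counts these positions as independent, though they are of 20 and 22 genes, several of them in more than 1 double knockdown. First-named and second-named positions also share samples, so its p-value is approximate. First-named targets differed from their single knockdown by a median of -0.17. The Ct values gave 30 of 30 and 0 of 32. Responses of the other readouts correlated with the sum of the single-knockdown responses at r = 0.408 (permutation p = 0.0008, and r = 0.262 without replicate 3), against a mean of 0.107 when unchanged samples were simulated against the same controls. The covariance was 0.680, against 0.0675 in that simulation and 0.120 with samples centred on their medians. The simulation drew each readout on its own, without a shift common to the readouts of a sample. It therefore gives no level for that shift. With samples centred on their medians r was 0.291 (permutation p = 1e-04, the smallest that 10000 permutations can give), where permuted names gave a mean of 0.133. The paper concludes that its top performing networks also predict the pairwise perturbations better than chance.

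**Figure D3:**
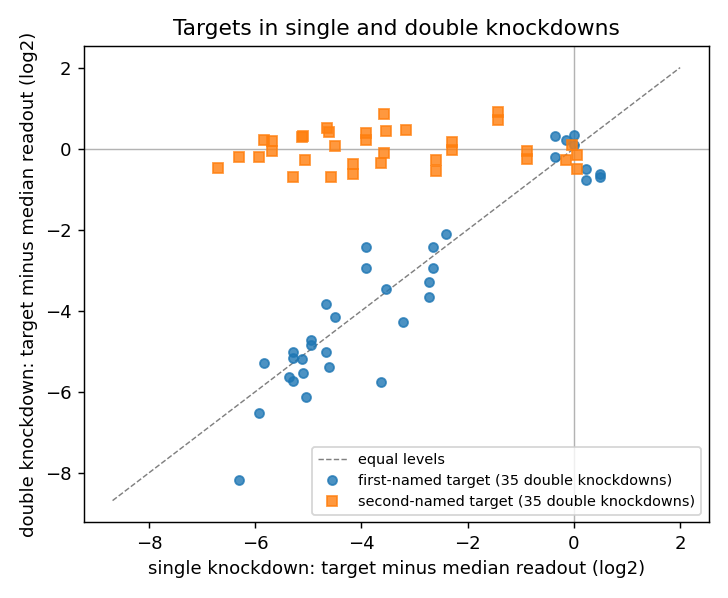
Log2 fold change of each target in its double knockdown against its single knockdown, both set against the median of the sample, for targets named first and named second. First-named targets that fell in single knockdowns have a median of -4.93 in the double knockdowns and second-named targets a median of 0.06.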

The best GRN contains many known links as well as proposes many novel links, two of which were verified experimentally.

The performed gene perturbations caused a range of fold changes in both targeted and readout genes (Fig. S2). 

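Beside the targets, 212 of 1560 pairs of a knockdown and another readout passed limma's adjusted p of 0.05, with 86 up and 126 down. Knockdown of RPL11 lowered 33 of 39 readouts, among them the transcription factor MYB at -4.23, CCNB1 at -3.25, the apoptosis inhibitor BIRC5 at -3.11 and P53 at -3.03. Knockdown of BRCA1 lowered 14 readouts and that of MYB 12, while 31 rose after knockdown of CEBPB, a bZIP factor of inflammation and differentiation, and 27 after knockdown of CTNNB1 (beta-catenin). Of 17 pairs listed from known regulation or named in the paper, 5 fell and 2 rose, and adjusted over the list alone 5 fell and 3 rose. CCNB1 fell by 1.61 after knockdown of FOXM1C, its activator in G2 (adjusted p = 0.00444 from limma), and by 1.70 after knockdown of MYB (adjusted p = 0.00252 from limma), and the E2F target P107 fell by 1.23 after knockdown of E2F4 (adjusted p = 0.0446 from limma). The rises were those of MYC after knockdown of CTNNB1, at 1.58 (adjusted p = 0.0127 from limma), against the known activation of MYC by beta-catenin, and of MYCBP, at 1.32 (adjusted p = 0.0451 from limma), which centred on the sample medians lay at 0.20 and 0.65. The labels name the same siRNA reagent for the FOXM1C and ENO1 knockdowns, which lowered their own target (-4.20 and -5.67), while ENO1 after FOXM1C knockdown lay at -0.46 and FOXM1C after ENO1 knockdown at 0.41, without a call. The other readouts of a knockdown moved together, with 74.7% of the off-target sum of squares in the means of the 40 knockdowns. From the Ct values with the spike-in 10 pairs passed (0 up), without replicate 1 67 pairs (3 up and 64 down) and without replicate 3 126 pairs. With samples centred on their medians, chosen after seeing the data, RPL11 knockdown lowered 6 and raised 5 readouts, that of BRCA1 1 and 2, that of MYB 2 and 1, that of CEBPB 1 and 0 and that of CTNNB1 0 and 0 (limma, 1 and 0 at an unadjusted p under 0.05). In that setting 77 pairs passed and 0 of the 17 listed pairs, of which 3 fell and 3 rose at an unadjusted p under 0.05 from limma. With the replicate block added, 166 pairs passed, and 3 listed pairs fell and 3 rose.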

Knockdown is advantageous for GRN inference compared to complete inhibition through knockout, as that could alter the gene functioning within the cells to such an extent as to potentially drive the cell to any number of non-native states by activating alternative pathways to cope with the loss of the knocked out one. This would result in measurement of an altogether different cellular GRN which lacks the knocked out gene. With knockdown, a gene's effect is lowered in the hope of measuring an otherwise wild-type GRN from the perspective of the single gene perturbation, across the gene repertoire.

The knockdown efficiency of each siRNA is unknown, and varies between genes. It may seem desirable to know the siRNA efficiency since this is a parameter in the perturbation design matrix that is used in the mathematical modelling. However, its value does not affect the inferred GRN’s topology, and since the topology is the main outcome of the inference, and what we compare to null, this lack of knowledge is inconsequential. 

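Among the 32 lowered targets, the log2 fold change ranged from -8.24 (RPL11) to -1.52 (MIZ1). The spread between replicates differed as well, from an SD of 0.01 for BIRC5 (n = 2) to 1.95 for FOXM1C (n = 3), which lay between -6.45 and -3.04. The 8 targets without a fall by limma's adjusted p in the deposited fold changes had a negative-control Ct between 17.7 (GNL3) and 24.6 (LKB1).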

Prior information, whether literature-curated, ChIP-seq, ATAC-seq has been shown to be of value in modern GRN investigations, and may also be helpful. Such integration could be built into the model as a method of constraining spurious link additions much the same as NestBoot restricts links based on shuffled link distributions. The NestBoot algorithm produces substantial accuracy improvement and we would anticipate further accuracy improvements from the addition of priors. However, such experimental information is not available for this study and we therefore pursued a strictly data driven approach.

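After transfection with MYC siRNA, 21 of the 39 other readouts rose and 0 fell (limma, adjusted p under 0.05), and 36 rose and 0 fell at an unadjusted p under 0.05. The median log2 fold change was 1.25, from 0.10 for FOXM1C to 1.80 for LKB1. All 3 genes of the NF-kB pathway rose, as did 4 of 5 genes of ribosome, translation and growth, 3 of 4 of the Wnt pathway and 3 of 4 of survival and tumor suppressor signaling, against 0 of 3 MYC partners, 1 of 3 mitotic genes, 2 of 5 genes of the E2F and RB pathway, 2 of 6 other transcription factors, 2 of 4 coactivators and chromatin regulators and 1 of 2 STAT factors, with AKT1 at 1.56, ENO1 at 1.55 and RPL11 at 1.44. These counts do not show a difference between the groups, as their log2 fold changes overlapped. They were 1.20 to 1.35 in the NF-kB pathway and 1.12 to 1.29 in the MYC partners. A call also depended on the spread of each readout around the knockdown means, with a residual SD of 0.54 for CHUK and 1.09 for MYCBP. With the replicate block, 31 readouts rose and 0 fell. Centred on the median of each sample, 0 readouts passed limma's adjusted p, with 1 up and 1 down at an unadjusted p under 0.05. FOXM1C passed when the replicate block was added, at -1.15, and in the Ct values centred the same way it lay at -3.41 in the sample with number 2 and at a mean of -0.05 in the others. From the Ct values, 0 readouts passed limma's adjusted p with either reference, and at an unadjusted p under 0.05 the counts were 1 with the spike-in and 0 with the mean of the readouts. Without replicate 1 the count was 1.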

Despite our efforts to measure absolute mRNA levels using spiked-in RNA as qPCR reference, MYC was not found to be a universal amplifier as previously claimed^24,75,76^. Our observation agrees with the results of^77^. In both their and our study, measurements were done after 72 h. It is possible that MYC knockdown activates a response leading to rapid restoration of MYC expression, so that cells return to their original state within that time span, instead of reaching a new steady state^68^. In our study, the targeted MYC transcript was not significantly repressed by the MYC siRNA. This may be caused by its unusually high turnover rate^78^, which can make it difficult to knock down with siRNA^79^. 

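After transfection with MYC siRNA, the MYC transcript itself had a log2 fold change of 1.47 (SE 0.48, n = 3, between 1.12 and 1.81), above the negative controls in 3 of 3 samples (adjusted p = 0.0221 from limma, 0.00136 with the replicate block). Centred on the median of each sample it lay at 0.22 (adjusted p = 0.960 from limma), near the other readouts of the same samples. In a fit to the Ct values of all 45 knockdowns and 44 gene assays, with the spike-in as reference, it was 1.22 (n = 2, adjusted p = 0.660 from limma). For the lack of a fall, the paper proposes a high turnover of the transcript, competition of the siRNAs with miRNAs, or a restoration of MYC within 72 h.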

Another possibility is that the introduced siRNAs compete out miRNAs for available RiSC and thereby relieves repression of endogenous miRNA targets^80^. The same lack of observed knockdown for the target was noted for three other transcription factors: SP1, LMYC, and JUN. This seems to suggest a need for optimizing the experimental protocol to obtain perturbed steady state conditions when knocking down certain transcription factors.

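SP1, a zinc finger factor of many housekeeping promoters, had a log2 fold change of 0.45 (SE 0.38, n = 3, adjusted p = 0.492 from limma) after its own siRNA, and JUN, a component of AP-1, one of 0.07 (SE 0.28, n = 3, adjusted p = 0.908 from limma). LMYC is not a readout of the fold-change table. From the Ct values with the spike-in as reference, LMYC lay at -0.75 (SE 0.88, n = 2, adjusted p = 0.885 from limma), at a late Ct where technical wells differ most. Of the 6 other transcription factors in the fold-change table, TBP, YY1, MYB and CEBPB fell.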

During the NestBoot procedure the sparsity of the native GRNs is varied from almost a full to almost an empty network. However, as NestBoot selects the strongest supported links only, the sparsity of the GRNs output by NestBoot does not vary much for the denser GRNs, and even less in gene makeup. 

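The link from BRD4 to CCNB1 was kept at 800, 1145 and 1400 native links, with a support of 94.2%, 100% and 100%. The link from CCNB1 to MYC was kept at 1145 and 1400 and had a support of 68.7% at 800. Of the 152 links kept from 1145 native links, 126 were also kept from 800 and 119 from 1400. The Jaccard index of the kept links was 0.660 and 0.684, respectively.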

We observe consistency across different sparsities, i.e. the smaller GRNs are mostly a subset of the larger ones. This consistency among sparsities adds further confidence beyond the GRNs’ predictiveness relative to a null distribution of shuffled topologies. Selecting the GRN with the optimal sparsity can be done in several ways. Here we followed the strategy of selecting the GRN with the best combination of coverage and predictiveness. Another criterion to select GRNs is the biological rationale that natural systems usually contain 3–5 links per gene^8,29^.

In this study we face the problem of how to measure accuracy in the absence of a true network. Lacking such a gold standard it is impossible to determine if an inferred link is true or false. Instead, we compared each inferred network to a null distribution of GRNs with the same sparsity and indegree distribution. Since the prediction error depends on the weights of the links, it is crucial to fit each shuffled-link GRN to the data to give it reasonable weight estimates. To make the comparison fair, both the inferred GRN and the shuffled-link GRNs are refit to the data. By showing that the inferred GRN outperform their shuffled counterparts in terms of ability to explain the data, measured both by the wRSS and R^2^, we know that they have a topology closer to the unknown real GRN. The exact same procedure can then be applied to other data, such as the independent validation dataset. With enough repeated shuffled-link GRNs to produce a sufficient null distribution, this results in an unbiased estimate of how predictive a given GRN is compared to what is expected, despite lacking a known gold standard network. Benchmarking on data with a known gold standard shows that increased predictiveness measured this way generally agrees with higher accuracy.

## Supplementary information

Supplementary Information.

## Data Availability

Data available at GSE125958. Inferred GRNs and inference statistics available at https://dcolin.shinyapps.io/CancerGRN/. Software available at https://bitbucket.org/sonnhammergrni/genespider/src/BFECV/.

How the deposited data were processed for this re-analysis (not part of the article)

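The samples were A431 human squamous carcinoma cells transfected with siRNA and harvested at 72 h. The Ct table holds 192 samples, of which 135 are single knockdowns of 45 genes, 45 are double knockdowns, 8 are negative controls and 4 are positive controls, read in 45 assays with 2 wells each. The fold-change table holds 150 columns and 40 readouts. No value column was left unused (0 columns). Conditions, targets and replicate numbers were taken from the sample labels. In 5 knockdowns the fold-change table has 2 columns, named with the numbers 1 and 2, for 3 samples of the Ct table. No number was taken from these 10 columns. In the replicate block they were set to the mean of the 3 number effects, and they stayed in when a number was left out. By a comparison with the Ct values made after seeing the data, the 5 columns named 2 equal the samples with number 3, and those named 1 equal the samples with number 1, except for RELA, where it is number 2.

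The deposited values of the fold-change table are log2 fold changes that the authors made from Ct with the ddct package, as the paper states relative to the spike-in. Compared with the Ct values, 5600 of 5600 equal the mean negative-control Ct minus the sample Ct plus 1 term per condition within 0.05. The term was not rebuilt from the spike-in Ct, with which it had r = 0.793 over 35 knockdowns (rho = 0.799, permutation p = 1e-05, the smallest that the permutations can give, r = 0.767 without the 2 farthest), so what it holds beside the spike-in is not known here. The other table holds the PCR threshold cycle (Ct) as the authors deposited it, without normalization, with a code for wells without amplification that was treated as missing. The threshold setting and software version are not given in the sources used here.

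From the log2 fold changes, 1 mean per knockdown was fitted to each readout with limma 3.58.1 in R 4.3.3 (eBayes, trend off) and tested against 0, and Benjamini-Hochberg adjustment was made over all 1600 pairs of a knockdown and a readout. Pairs with an adjusted p under 0.05 are said to rise or fall. Targets were also counted at an unadjusted p of 0.1 and a log2 fold change of -2, the thresholds the paper states. The paper's text does not name its test. Other computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. In simulated data made from the residuals of these samples, permuted within each readout, the same test called 23% of log2 changes of 1, 94% of changes of 2 and 100% of changes of 4. Of the calls, 8%, 6% and 6.54% were false, respectively. Each readout was permuted on its own, so the simulation holds no shift common to the readouts of a sample and no error of the normalization term. These shares therefore need not hold for the real values.

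The replicate numbers were checked for pairing. After removal of the knockdown means, the second principal component (20.5% of the variance) separated the samples with number 3, at -4.17 to -1.41, from those with numbers 1 and 2, at -0.54 and above, so the number was also used as a replicate block. Leaving out each number in turn was a further alternative.

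Chosen before the data were examined were the tests, the thresholds, the 10 gene groups, the list of 17 pairs, the alternatives named here and the rule for named genes. By that rule the text names each target, and some but not all of the genes and pairs the paper names, the listed pairs, the 25 largest responses with the same sign in all replicates and adjusted p under 0.05, and the readouts past that level after knockdown of MYC, BRD4 and CCNB1. FOXM1C after MYC knockdown, DP1 after DP2 knockdown, JUN and DVL3 after BRD4 knockdown, ENO1 after FOXM1C knockdown and FOXM1C after ENO1 knockdown, and the genes named in the description of samples with number 2, were chosen after their values were seen. Alternatives were the Ct values with the spike-in or with the mean of all readouts as reference, Ct values up to 25 alone, the other knockdowns as baseline, and the variance of each knockdown alone. Centring each sample on the median of its readouts, and the combinations of it and of the Ct values with the replicate block, were chosen after seeing the data. For the correlation of double with single knockdowns alone, centring was set before.

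Networks were inferred with LASSO and LSCO in a nested bootstrap of 20 outer and 50 inner runs, with 5 sets of shuffled tables, shuffled anew for each outer run, as null and an estimated false discovery rate of at most 5%. The paper used 100 nested runs. This was tested on simulated data with 80 true links between 40 genes and 115 samples. At link weights of 0.1 to 0.3 and a noise SD of 0.5, 139 links were kept and 18 of them were true (12.9%). At weights of 0.2 to 0.5 with the same noise, 40 of 193 were true, and with a noise SD of 0.1, 80 of 170. These last settings were added after the result of the first was seen. In each of these settings the share of false links between genes was above the estimated false discovery rate. The balanced fitting algorithm of the paper, which needs a convex optimization package, was not repeated. The simplified prediction that replaced it, with 1 knocked-down gene left out, returns 0 for every left-out value and is void as a test. Prediction with 1 replicate number left out was chosen after that was seen.

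In the Ct table, single-knockdown samples were also searched for falls of genes other than the target, defined as a value below -2.5 against the median of the sample that also lies more than 2.5 below the mean of the other replicates. This search was made after seeing the data. For the profile of such a sample, its difference from the other replicates was taken, the median difference of all samples with number 2 was removed, and it was correlated with the single knockdown of the gene that fell, without the samples with number 2 and with the mean of all such profiles removed.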

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

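The tests of the normalization term and of the spike-in's reading error, those of GNL3, LKB1 and TIF1B apart from the other targets, and all tests on the second-named targets except that of their response profiles, were chosen after the results were seen, and the tests of the readout Ct, of failed transfection and of late Ct before.

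The 2 target positions of the double knockdowns differ, as of targets lowered in their single knockdown, 26 of 26 lay below -1 against the sample median when named first and 0 of 29 when named second (Fisher exact p = 2.81e-16), in the deposited fold changes, against 30 of 30 and 0 of 32 in the Ct values. The p-value is approximate, as genes recur among the positions and the 2 positions of a double knockdown share a sample. Of all 35 second-named positions, 29 are of targets that lay below -1 in their own single knockdown, so an siRNA that is weak by itself accounts for at most the other 6. Competition that weakens both siRNAs is argued against by the first-named targets, which differed from their single knockdown by a median of -0.17. A fall followed by recovery before 72 h stays open, as the other readouts of the double knockdowns correlated with the single knockdown of the second-named gene at a mean r of 0.0881 (permuted 95th percentile 0.0743, permutation p = 0.0210), a weak relation beside the 0.350 found for the first-named gene. With the profile of the first-named gene removed, that mean r was 0.0730, near the permuted 95th percentile of 0.0715 (permutation p = 0.0490). The second siRNA may instead have been in other samples, since 28 falls of another gene in the single-knockdown samples with number 2 pair with a second-named position of the same gene, as described among the other observations.

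The readouts of a knockdown shifted together, with 12 of 40 knockdowns below -0.5 and 8 above 0.5 in the median. By the arithmetic of the deposited values the shift is the sum of the normalization term and the readout Ct set against the controls, so its correlations with the term (r = 0.897 over 35 knockdowns) and with the readout Ct (r = 0.474 over 40) relate a sum to its own parts and test no cause. The SD over knockdowns was 0.73 for the shift, 0.65 for the term and 0.33 for the readout Ct, and whether the term holds error or RNA per cell stays open. Reading error of the spike-in was 1.34 times that of gene assays at the same Ct, and a ratio below the bound of 1.5 written for it leaves an error of ordinary size in place, so its part cannot be told apart here from an error of the cell counts behind it or from a change in RNA per cell. A biological shift after knockdown of RPL11, BRD4 or CEBPB remains among the untested explanations.

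Targets without a fall by limma's adjusted p in the deposited fold changes numbered 8 (MYC, SP1, JUN, BYSL, GNL3, TIF1B, LKB1 and DVL3), of which LKB1 (-0.91) and JUN (-0.40) fell when samples were centred with the replicate block and p was adjusted over the targets alone, a setting chosen after seeing the data. Failed transfection is argued against for BYSL, DVL3, JUN, MYC and SP1 by the double knockdowns, where 0 of their 9 first-named positions lay below -1 against the sample median, and stays open for GNL3, LKB1 and TIF1B, which have 0 first-named positions. Late detection is argued against for the others, as 0 of the 8 had a negative-control Ct above 25, but stays open for LKB1, which had a Ct of 24.6 in the negative controls and gave no amplification in 2 of 2 wells of its own knockdown sample with number 2. An siRNA that is inactive at 72 h and a recovery of the transcript before the harvest stay open, and no biological explanation was tested.

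The 4 positive control samples, on which the paper's text does not report, were detected later than the 8 negative controls in 43 of 43 gene assays with a value, by a median of 5.82 cycles and by 2.37 (BCL2) to 8.97 (P53) cycles. Their spike-in Ct was later by 0.741 cycles.

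Samples were assigned to knockdowns in 100 ways, the real one included. Counts as large as the real ones came in 1 of 100 cases each, which was the real assignment itself. All replicates of a knockdown share 1 normalization term, which the other assignments mix, so the real assignment was favoured in advance. The comparison therefore cannot tell a response of the other readouts from an error of the term, and no conclusion on it is drawn. The count of targets past the paper's thresholds was 29 with 4 as the highest of the others, that of other readouts 212 with 18, and that of readouts after MYC knockdown 21 with 3. With the replicate block the highest of the others were 5, 33 and 2, against 29, 306 and 31.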

How the results depend on the processing

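The settings that centre samples, that combine the Ct values with the replicate block, that change the shuffled tables or the support, that leave out 1 replicate number in prediction, or that change the design of the double knockdowns were chosen after seeing the data, with 1 exception. For the correlation of double with single knockdowns, centring was set before. Past an unadjusted p of 0.1 and the log2 threshold, lowered targets numbered between 26 and 32 under all settings (32 at -1), and by limma's adjusted p 32, between 25 (up to 25 cycles) and 32 under the others, but 0 with the variance of each knockdown alone (29 past the unadjusted thresholds). The mean target difference lay between -3.13 and -3.58. Of 78 named pairs 62 were called, and of these 62 stayed called with the replicate block, 54 to 55 without 1 replicate, 50 when centred, 37 and 44 from the Ct values with the spike-in and with the mean reference, and 0 with the variance of each knockdown alone. The block was not run for links, prediction, double knockdowns and technical SD, which come from no limma test. MYC after TCF7L2 and MAX knockdown, below 0 without a call, was above 0 and called with the Ct mean and replicate block, at 0.60 and 0.86.

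Other readouts past the test numbered 10 with the Ct spike-in reference (15 with the block), 53 with the Ct mean, 1 up to 25 cycles, 0 with the own variance (217 at an unadjusted p under 0.05, limma), 77 when centred, and 67 to 224 when 1 replicate was left out, the lowest without replicate 1 (126 without replicate 3). The share that rose was 40.6% of 212, 58.6% against the other knockdowns, 60.6% with the Ct mean and block, and 4.48% without replicate 1. After MYC knockdown the count was 0 with the Ct spike-in (also up to 25 cycles and with the block), the Ct mean, the own variance and centring (limma, at most 11 at an unadjusted p under 0.05), 1 when the block was added to centring or to the Ct mean, and 1 to 30 without 1 replicate. MYC's own level was 1.22 with the Ct spike-in (1.32 with the block), 0.23 with the Ct mean, 1.47 with the own variance, 0.22 when centred and 1.30 to 1.65 without 1 replicate, each past no adjusted p except without replicate 3. CCNB1 after BRD4 knockdown was -2.20 with the Ct spike-in, -0.89 with the Ct mean, -2.55 with the own variance and -1.02 when centred, each no longer called, while centring with the replicate block called it. MYC after CCNB1 knockdown was past the threshold at 1.27 with the replicate block, 0.65 when centred with it, 0.78 with the Ct mean and block, and 1.68 without replicate 3, against 1.05 without replicate 2, 0.73 with the Ct spike-in (also with the block), 0.65 when centred alone and 0.78 with the Ct mean alone, each not called.

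The technical SD was 0.190 up to 20 cycles and 0.267 up to 28, and the median absolute difference 0.224. Links numbered 512 with LSCO, 291 with permuted columns, 85 with 1 shuffled table, 100 by the lowest support and 183 to 350 without 1 replicate. The log10 error ratio was 0.0152 for the perturbation side, and with 1 replicate number left out 0.579, 0.0549 (perturbation side), 1.89 (self links shuffled) and 1.11 (shuffled data). In the double knockdowns it was 0.0203 for the perturbation side and -0.507 with the first-named and 0.647 with the second-named target alone. The cause was not tested for any of these changes.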

Differences from the paper's values

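The comparison of first-named with second-named targets was chosen after the result was seen, and so were the settings that are said to be.

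For links with 100% bootstrap support, the paper's Jaccard index between runs is 0.6, and the value here was 0.346 at 20 outer and 50 inner runs, fewer than the paper's. No alternative set before the data were examined was run for this measure.

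The paper's error ratio between shuffled topologies and its top networks is 1,000, and the ratio here was 1 with 1 knocked-down gene left out, where the simplified prediction is void. Of the alternatives set before the data were examined, the error on the side of the perturbation gave 1.04, and the others (self links shuffled too, shuffled data, and each replicate number left out) gave 1, so none came within the paper's value. On the side of the perturbation too, the perturbation of the left-out gene itself is predicted as 0. The links were also chosen from all columns by a fit to that error, which favoured the network in advance. Leaving out 1 replicate number with self links shuffled, chosen after seeing the values, gave 77.1, with an error of the network of 1.45e+07 against 4679 for predicting 0 for every single-knockdown value. The paper's balanced fit was not repeated.

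For targets past an unadjusted p of 0.1 and a log2 fold change of -2 the paper's count is 31 and the count here was 29. The Ct values with the mean of the readouts as reference, an alternative set before the data were examined, gave 31, and so did centring each sample, which was chosen after seeing the values. The paper's text does not name its test.

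The paper reads cyclin B1 as an activator of MYC, and after CCNB1 knockdown the MYC transcript had a log2 fold change of 1.27 in A431 cells, above the controls in 3 of 3 replicates (adjusted p = 0.0547 from limma, 0.00595 with the replicate block). The median of all readouts of that knockdown was 0.62, and MYC lay at 0.65 centred on the sample medians, chosen after seeing the data (adjusted p = 0.365 from limma, 0.0125 with the replicate block), and at 0.73 from the Ct values with the spike-in (adjusted p = 0.890 from limma, 0.790 with the replicate block). The network fitted here did hold that link as an activation, with a support of 94.7%, but not with samples centred (76%), with 1 shuffled table kept through all runs, or by the lowest support over the runs (62%), which were chosen after seeing the data, nor at 800 native links (68.7%), an alternative set before. MYC kept no self link there and was not lowered by its own siRNA, so the sign of this link alone does not show an activation. CCNB1 fell by 2.55 after BRD4 knockdown, in the direction the paper gives. The median of the other readouts of that knockdown was -1.52. Centred on the sample medians CCNB1 lay at -1.02, called with the replicate block alone, and from the Ct values it was not called.

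The paper states that MYC was not found to be a universal amplifier. After transfection with MYC siRNA, 21 of the 39 other readouts rose and 0 fell by limma (36 and 0 at an unadjusted p under 0.05), and MYC itself was not lowered, so these samples hold no loss of MYC with which to test the statement.

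In the paper no link from shuffled data with support above 70% recurs between runs, while here the Jaccard index of shuffled tables was 0.826 at 70% and 0.0730 at 100% support, between runs on differently shuffled tables. At 70% a shuffled run held a mean of 1446.7 of the 1600 possible links. An overlap of such dense networks is high by their density alone, so the 0.826 does not show links that recur.

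The paper describes the double knockdowns as the same genes knocked down in pairs, and 0 of 29 second-named targets that fell in single knockdowns lay below -1 against the median of their sample here, and 26 of 26 first-named targets did.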

Other observations

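All tests on the falls of another gene in samples with number 2 were chosen after the result was seen, and the readouts listed in the first paragraph were chosen after their values were seen, in a setting added after seeing the data.

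With samples centred on their medians and the replicate block in limma, MYB was the readout that fell in the most knockdowns (15, with 0 rises). DP1, the dimer partner of E2F factors, fell in 10, BIRC5 in 8, the E2F target P107 in 7 and CCNB1 in 6, each with 0 rises, while the coactivator AIB1 rose in 12 and fell in 0. Of these, 3 falls of MYB (AIB1, P107 and SP1 knockdown) and 1 of CCNB1 (GNL3 knockdown) are in knockdowns whose sample with number 2 holds a fall described below. All knockdowns were set against the same 8 negative controls, whose error is not in these tests, so the counts are not independent. An offset of the controls would turn them in the same direction. In the controls AIB1 had a mean Ct of 20.5 ± 1.20 (SD, n = 8) and MYB one of 23.7 ± 0.59 (SD, n = 8), against medians of 20.0 and 24.4 over the samples. After knockdown of DP2, the family member DP1 had a log2 fold change of -2.25 (SD 0.66, n = 3, adjusted p = 7.24e-05 from limma), and of -2.37 when centred. After RPL11 knockdown, MYB lay at -2.30, CCNB1 at -1.32, BIRC5 at -1.18 and P53 at -1.10 against the median of their samples. After BRD4 knockdown JUN lay at 1.25 and DVL3 at 0.76 against that median, while their values against the negative controls were -0.28 and -0.77.

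Single-knockdown samples with number 2 held falls of a gene other than the target. In the Ct values set against the median of each sample, 30 falls below -2.5 that lie as far below the other replicates were found in 28 of 45 samples with number 2, against 1 fall among 45 samples with number 1 and 3 among 45 with number 3, and those 4 were all of BCL2, which is detected late. All 30 were of genes that a double knockdown names second. Examples are MYCBP at -6.16 in a RELA knockdown sample and at -6.12 in a BYSL one, ENO1 at -6.13 after SP1, CCNB1 at -5.75 after GNL3, RPL11 at -5.37 after GCN1L1 and BRD4 at -4.37 after DVL3, where the other replicates had means of -0.52, -0.34, -0.53, -0.09, -0.39 and 0.21.

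A hypothesis is that the second siRNA of the double knockdowns was in these samples and not in the samples labelled as double knockdowns, through the layout or the labels. Of 32 genes lowered below -2 by their own siRNA, each of the 22 named second fell in a sample with number 2 and 0 of the 10 never named second did (Fisher exact p = 1.55e-08). These genes hold 30 second-named positions and 30 such falls, and 28 pair up gene by gene, where permuted gene names gave a mean of 16.9 and at most 23 (permutation p = 1e-04, the smallest that 10000 permutations can give). The remaining readouts of such a sample, as its difference from the other replicates, also correlated with the single knockdown of the gene that fell, at a mean r of 0.323 (permuted 95th percentile 0.0812, permutation p = 1e-04). The tables may be consistent with this hypothesis, but no label or plate record in the sources used here bears on it. In 2 of the 30 falls alone is the gene knocked down in the sample also the first-named partner of the gene that fell (NFKB1 after MYB and TCF7L2 after FOXM1C), which an exchange of whole samples alone would not give. No sample was given another label here.

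Several responses named by size rest on such a sample. NFKB1 after MYB knockdown lay at -4.01 in the sample with number 2 and at a mean of -0.68 in the others, DP2 after P107 knockdown at -4.70 and -0.27, and MYB after P107 knockdown at -3.66 and -0.68, against the median of the sample. MYCBP after RELA knockdown was -6.77 and -1.55 in its 2 columns of the fold-change table. Without replicate 2, limma called 224 other readouts (163 shared with the 212) and 29 targets past the paper's thresholds, and 30 readouts after MYC knockdown.

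BCL2, a knockdown left out of the fold-change table, lay at -3.03 (n = 2, adjusted p = 0.237 from limma) after its own siRNA in the Ct values with the spike-in as reference. Among the 8 negative and 4 positive controls no sample lay apart from its group by Dixon's test in the spike-in Ct or in the median Ct.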
